A study of Homo sapiens with 12 samples. Its data were reported in "SREBP2 regulates the endothelial response to cytokines via direct transcriptional activation of KLF6" (2023).

How the data were processed

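RNA was sequenced from human umbilical vein endothelial cells (HUVECs), primary cells that line the vein of the umbilical cord. The cells received 20 nM of a control siRNA (siCTRL) or of an siRNA against KLF6 (siKLF6), a transcription factor of the Krüppel-like family, and were then left without the cytokine TNF (0 h) or were given 10 ng/mL TNF for 16 h. This made 4 groups of 3 libraries, 12 libraries in all, and the groups and replicate numbers were taken from the sample titles.

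The deposited values were CPM, reads per gene scaled to a common library total, which the authors had made in Partek Flow by aligning paired-end reads with STAR, estimating reads per gene with an expectation-maximization step and dividing by each library's total. The table held 20908 genes, and the authors had added 0.0001 CPM to every value, so that a gene without a read is listed at 0.0001. The study's methods name the hg19 build and a RefSeq annotation. The gene identifiers in the table are Ensembl's, and the coordinates overlapped those of the same genes in RefSeq on GRCh38 for 99.99% of 16884 genes, against 14.3% of 20713 genes in GENCODE on GRCh37. Coordinates are therefore given as in the table, on GRCh38, converted to positions counted from 1. Whether the counting used the strand of the reads is not stated.

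Depth was found from the step between low values, which is the CPM of 1 read. It ranged from about 8512371 to about 32998359 reads per library. The siCTRL 0 h libraries were at 11176718, 15253517 and 32998359 reads, and no other library was above 12654545. Of the low values, between 70.1% and 75.3% per library were whole numbers of reads, since the authors' estimation divides reads between genes, so no count model was applied. A gene was treated as at the floor in a group when none of its libraries held more than 3 reads, and a fold change against such a group is given as a lower bound. Floors cover counting error only, because reads without molecular identifiers are not independent molecules. No pair of libraries was identical, and the correlation of log2 values between libraries lay between 0.954 and 0.994.

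The study tested genes with Partek's own method, which was not used here. In its place limma 3.58.1 (R 4.3.3) was run on log2(CPM + 0.5), with a mean of at least 1 CPM over the 12 libraries as the filter, which left 14403 genes. A single model of 4 group means was fitted to all 12 libraries with a mean-variance trend in the empirical Bayes step, and p-values were adjusted by Benjamini-Hochberg over the genes tested. A gene counted as changed with an adjusted p-value under 0.05 and a change of at least 1.5-fold. Where a single gene was compared between alternatives, its call was the adjusted p-value alone, without the fold limit. Fold changes are on the log2(CPM + 0.5) scale, which understates the change of low genes. The contrasts were siKLF6 against siCTRL at 16 h and at 0 h, TNF against no TNF in siCTRL and in siKLF6, and the interaction, which is the siKLF6 effect at 16 h minus that at 0 h. The study's own threshold, an unadjusted p-value under 0.05 with a 1.5-fold change, was applied to siKLF6 at 16 h as well. KLF6 itself was also tested by a two-sided exact permutation of the siRNA labels within each TNF time.

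Gene lists were tested with limma's camera at its preset correlation of 0.01, two-sided, and adjusted by Benjamini-Hochberg over all pairs of list and contrast. The lists were 10 genes that the study names, with 10 tested, chemokine ligands (43 genes, 17 tested), NF-kB targets (19 genes, 19 tested), type I interferon response genes (43 genes, 42 tested), MHC class I genes (15 genes, 14 tested), cholesterol synthesis and uptake genes (25 genes, 24 tested), cell cycle genes (24 genes, 24 tested) and the KLF family (18 genes, 14 tested). Of the study's 10 genes, 5 are also in the chemokine list and 1 is in the NF-kB list. The study chose its genes on these libraries. The named genes are KLF6, the study's 10 genes and, per contrast, the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, at least 5 CPM in one group and, for the contrasts of 2 groups, no overlap between the groups' libraries. Genes on the Y chromosome and those that tell a donor's sex were left out. The design, the lists, this rule and most alternatives were fixed before the data were examined. The marker lists for other cell types, the voom weights on estimated reads and the GC and length correction were chosen after seeing the data. GC content and length came from GENCODE transcripts matched on the gene identifier, and 99.4% of the genes tested had a value.

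The replicate number was treated as pairing the libraries in an alternative fit with the number as a block. The pairing rests on the study's statement that replicates are donors and on the values, since the labels do not say that a number marks the same donor in every group. Deviations from the group means correlated with a median of 0.33 over the 18 pairs of libraries with the same number, above 0.1 in 15 of them and 0.017 in the lowest, against a median of −0.15 between different numbers. The third principal component, with 5.53% of the variance, put replicate 1 highest and replicate 3 lowest in every group, and 1902 genes differed with the number.

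The fit was tested on simulated libraries of 14400 genes at the real depths, with 200 genes changed by 1.5 on the log2 scale. Recovery of changes near 1.5-fold was not tested. The fit without the block recovered 94.5% of the changed genes with 6 calls among the unchanged genes. On other simulated libraries, which alone held differences between replicate numbers, the fit with the block recovered 92.5% with 4 such calls. The fit without the block was therefore not tested with such differences. For the interaction the recovery was lower, at 80% with 6 false calls without the block and 79.5% with 9 with it. A planted shift of 0.5 in 24 list genes was recovered as a median of 0.49, and 0 of 7 other lists passed the threshold. Genes were simulated as independent, so false calls from correlation between genes were not tested. For comparisons that share control libraries, 100 simulations gave the level without an effect. The alternatives were other pseudocounts, other filters, median-of-ratios scaling, quantile normalization, no trend, robust and weighted fits, the block, the 6 compared libraries alone, other thresholds, other list tests and leaving out each library in turn. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.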

Results

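Transcript levels were measured in 12 HUVEC libraries, 3 for each combination of siRNA and TNF time, at a depth of about 8512371 to 32998359 reads, expressed as CPM (reads scaled to a common library total). The first question was whether the knockdown lowered KLF6 (ENSG00000067082, chromosome 10, 3775996 to 3785281, minus strand). In siCTRL cells without TNF the 3 libraries held 216, 220 and 244 CPM of KLF6, and in siKLF6 cells 116, 118 and 128 CPM. After 16 h of TNF the siCTRL libraries held 439, 420 and 376 CPM and the siKLF6 libraries 224, 218 and 208 CPM. The mean remaining after knockdown was 53.3% at 0 h and 52.7% at 16 h. The log2 change was −0.91 ± 0.07 (SE) at 0 h (limma adjusted p = 4.3e-06) and −0.92 ± 0.07 at 16 h (limma adjusted p = 2.9e-06). An exact two-sided permutation of the siRNA labels within each time gave p = 0.005 over 400 assignments, the smallest it can give. TNF raised KLF6 by 0.86 ± 0.07 on the log2 scale in siCTRL (limma adjusted p = 1.9e-07), so that KLF6 in siKLF6 cells under TNF, at 217 ± 7.95 CPM (SD, n = 3), was near the 227 ± 15.3 CPM (SD, n = 3) of siCTRL cells without TNF. The study selected KLF6 partly for its rank in its family. Among the 14 family members tested, KLF6 had the highest mean in siCTRL cells at 0 h, followed by KLF3 with 128 ± 5.49 CPM and KLF7 with 97.0 ± 10.1 CPM (SD, n = 3). CPM are not divided by transcript length, so ranks between genes are approximate.

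**Figure D1:**
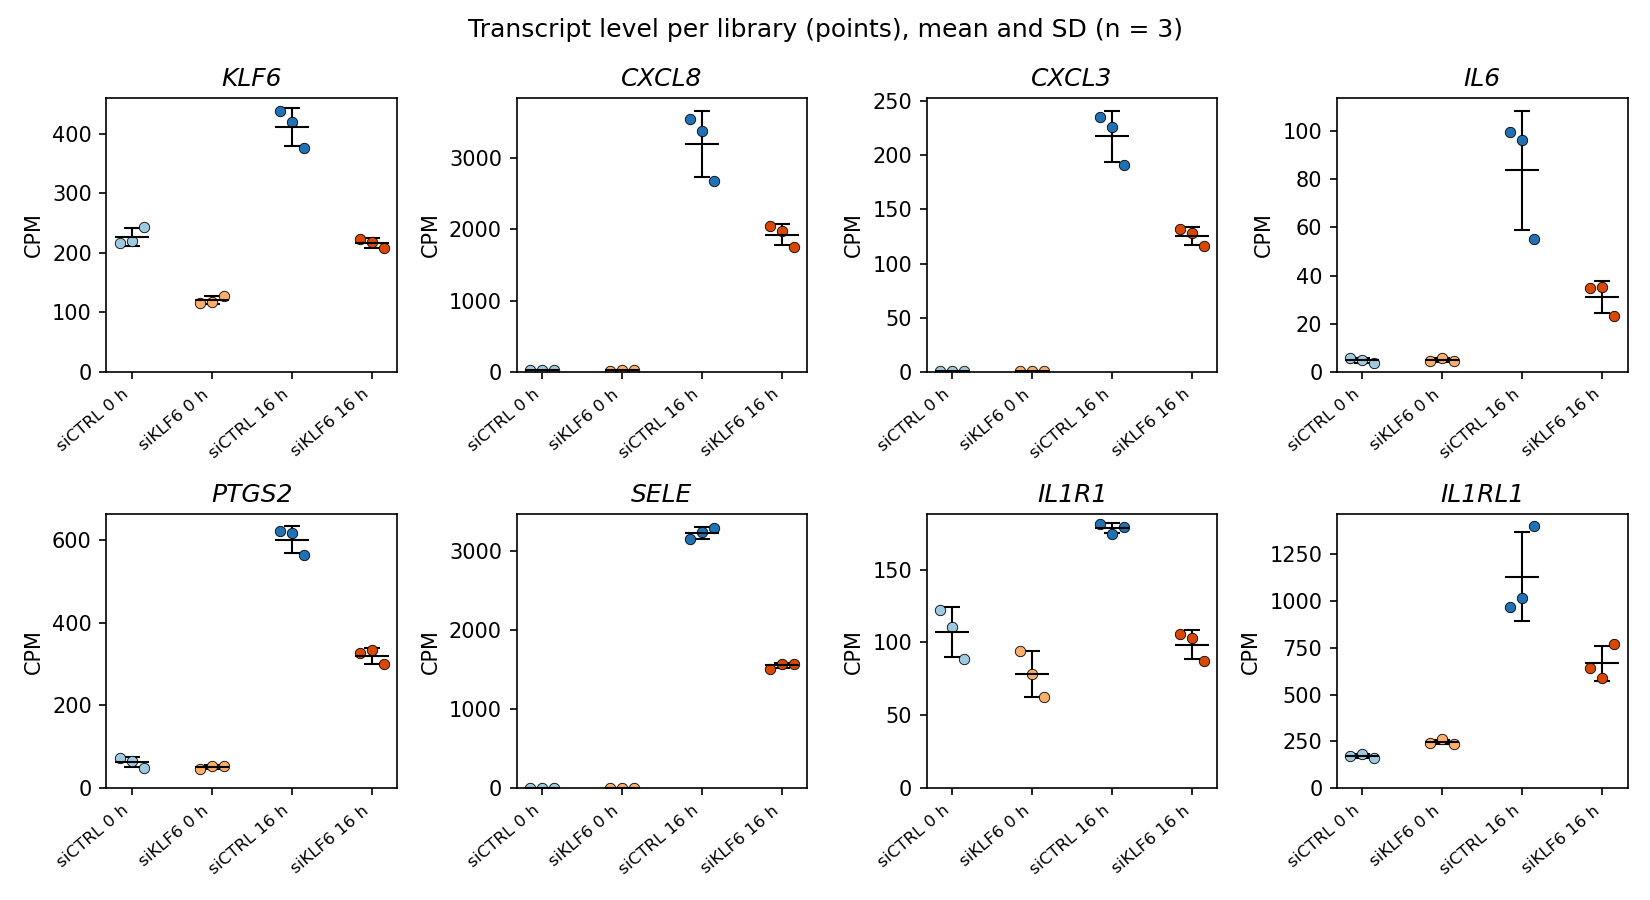
CPM of KLF6 and 7 of the study's genes in each of the 12 libraries, by siRNA and TNF time, with points for libraries and lines for the mean and SD (n = 3), each axis starting at 0. KLF6 lies between 116 and 128 CPM in siKLF6 without TNF, below the 216 to 244 CPM of siCTRL.

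The main comparison asked which transcripts depend on KLF6 in cells exposed to TNF. At 16 h, siKLF6 raised 491 genes and lowered 284 of 14403 tested. The threshold moved these counts. A test against a 1.5-fold change gave 35 genes raised and 19 lowered, and an adjusted p-value under 0.05 with no fold limit gave 1355 and 1153. At the study's threshold 601 genes were raised and 373 lowered. The largest rises were in TNFSF18, MEOX1, APLN, NCKAP5 and ATP1B1, and the largest falls in ELN, HAS3, SCUBE2, LIMCH1 and ACE. TNFSF18 (ENSG00000120337, chromosome 1, 173039960 to 173050963) rose from 29.2 ± 8.13 to 124.6 ± 2.80 CPM (SD, n = 3), a log2 change of 2.11 ± 0.16 (SE, limma adjusted p = 2.3e-06). ACE (ENSG00000159640, chromosome 17, 63477061 to 63498380) fell from 36.3 ± 2.40 to 10.7 ± 0.327 CPM (SD, n = 3), a log2 change of −1.72 ± 0.08 (SE, limma adjusted p = 5.4e-08). ELN had the largest fall, at −2.62, and also the largest error among the genes named here for this contrast, at 0.54 (limma adjusted p = 0.0046). ELN did not pass with vooma weights (limma adjusted p = 0.071) or voom weights (limma adjusted p = 0.12), and neither did APLN (limma adjusted p = 0.097 and 0.16), while both passed with the replicate block (limma adjusted p = 1.5e-08 for ELN and 5.4e-07 for APLN).

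The study's 10 genes were all lower with siKLF6 at 16 h. Of these, 9 passed the threshold over all genes tested and 10 had an adjusted p-value under 0.05 when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. IL6 (ENSG00000136244, chromosome 7, 22725884 to 22732002) fell from 83.8 ± 24.7 to 31.1 ± 6.78 CPM (SD, n = 3), a log2 change of −1.39 ± 0.23 (SE, limma adjusted p = 0.0010). SELE fell from 3227 ± 72.4 to 1552 ± 35.4 CPM (SD, n = 3), a log2 change of −1.06 ± 0.16 (SE, limma adjusted p = 4.8e-04). CXCL8 fell from 3195 ± 462 to 1921 ± 146 CPM (SD, n = 3), a log2 change of −0.73 ± 0.11 (SE, limma adjusted p = 4.3e-04). The log2 change was −0.91 for PTGS2, −0.86 for IL1R1, −0.84 for CXCL1, −0.79 for CXCL3, −0.75 for IL1RL1 and −0.75 for CXCL10. CXCL2 changed by −0.58 without passing the threshold (limma adjusted p = 0.10), and with the replicate block its adjusted p-value fell under 0.05 (limma adjusted p = 2.4e-05) while the change stayed just under 1.5-fold. It passed with voom weights on estimated reads (log2 change −0.60, limma adjusted p = 0.028) and without siCTRL 16 h replicate 3 (log2 change −0.79, limma adjusted p = 0.042). CXCL1 is near the threshold (limma adjusted p = 0.043) and did not pass in 4 of the 6 fits that each left out a library, and CXCL10 (limma adjusted p = 0.011) did not pass in 2 of 6. CXCL1 also did not pass with no pseudocount (limma adjusted p = 0.053), without the trend (limma adjusted p = 0.087), in the robust fit (limma adjusted p = 0.12) or with the 6 compared libraries alone (limma adjusted p = 0.069), and CXCL10 did not with a pseudocount of 0.1 (limma adjusted p = 0.091) or none (limma adjusted p = 0.84). With the replicate block both CXCL1 (limma adjusted p = 2.0e-05) and CXCL10 (limma adjusted p = 0.0044) passed. The count of 9 therefore depends on the fit. The median over the 10 genes was −0.81 (camera adjusted p = 1.2e-08).

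Of the other lists at 16 h, the 24 cell cycle genes had a median log2 change of 0.92 with siKLF6, and all 24 were higher (camera adjusted p = 4.7e-19). Chemokine ligands had a median of −0.35, with 14 of 17 lower (camera adjusted p = 0.0039). This is not independent of the study's list, since 5 of the 17 are genes that the study chose on these libraries. The list was not tested without them. Cholesterol genes had a median of −0.30, with 23 of 24 lower (camera adjusted p = 1.1e-07), and did not pass when the correlation between genes was estimated (camera adjusted p = 0.067). The NF-kB targets (median 0.07, camera adjusted p = 0.92), type I interferon genes (median 0.02, camera adjusted p = 0.94), MHC class I genes (median −0.04, camera adjusted p = 0.40) and KLF family (median 0.05, camera adjusted p = 0.36) did not differ detectably as lists. Members of the KLF family, which includes KLF6 itself, went both ways. Of the 14 tested, 1 was lower and 5 were higher with a limma adjusted p-value under 0.05. The changes in the study's genes, cell cycle genes and chemokine ligands at 16 h also passed under fry and under an estimated correlation.

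**Figure D2:**
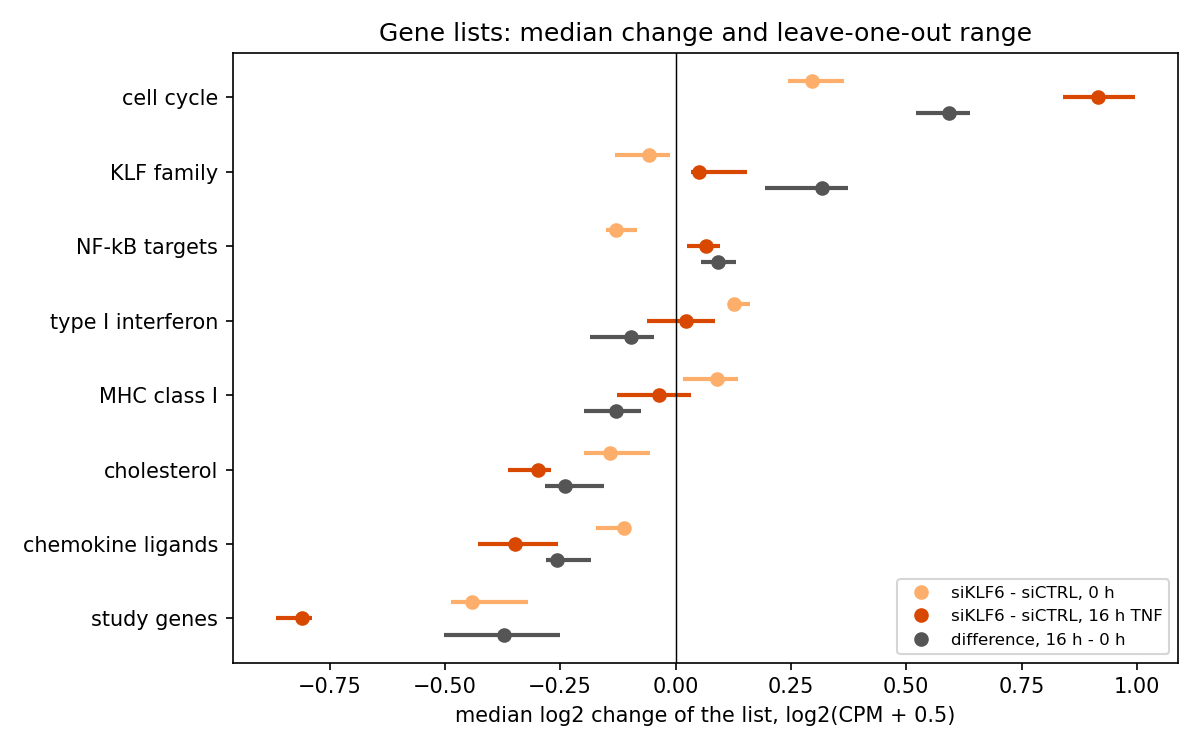
Median log2 change of 8 gene lists (x axis, log2(CPM + 0.5) scale) for siKLF6 against siCTRL at 0 h, at 16 h, and the difference between times, with points for the fit to 12 libraries and lines for the range when each library was left out. The cell cycle list lies at 0.92 at 16 h and the study's genes at −0.81.

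Without TNF, siKLF6 raised 110 genes and lowered 255. Under median-of-ratios scaling 42.0% of the changed genes were raised, and under quantile normalization 43.5%, against 30.1% with the values as deposited, so the balance of rises and falls depends on the scaling. The largest rises were in TNFSF18, IL7R, LNCOG, KSR2 and TMEM88, and the largest falls in SEMA3D, GDF3, TUBB3, FABP4 and HUWE1. GDF3 did not pass with no pseudocount (limma adjusted p = 0.58). TUBB3 (ENSG00000258947, chromosome 16, 89921392 to 89938761) fell from 29.5 ± 1.45 to 8.24 ± 1.66 CPM (SD, n = 3), a log2 change of −1.80 ± 0.14 (SE, limma adjusted p = 5.7e-06). IL7R rose from 4.03 ± 0.756 to 12.3 ± 0.248 CPM (SD, n = 3), a log2 change of 1.52 ± 0.11 (SE, limma adjusted p = 2.0e-06). Cell cycle genes had a median of 0.30 (camera adjusted p = 5.1e-10), type I interferon genes 0.13 (camera adjusted p = 0.0014) and the study's genes −0.44 (camera adjusted p = 0.030). Of the study's genes 8 were lower and 2 higher. Only SELE passed the threshold (log2 change −1.26, limma adjusted p = 3.0e-04). CXCL8 (log2 change −0.47, limma adjusted p = 0.012), CXCL3 (−0.45, limma adjusted p = 0.037) and IL1R1 (−0.45, limma adjusted p = 0.046) fell by less than 1.5-fold. IL1RL1 went the other way (log2 change 0.52, limma adjusted p = 0.016), by less than 1.5-fold. Of the 6 fits that each left out a library, the adjusted p-value exceeded 0.05 in 2 for CXCL8, 4 for CXCL3, 4 for IL1R1 and 3 for IL1RL1. With an estimated correlation the interferon list (camera adjusted p = 0.36) and the study's genes (camera adjusted p = 0.32) did not pass, the interferon list also did not pass under fry (fry adjusted p = 0.27), and the study's genes also did not pass with a pseudocount of 1, with vooma or voom weights, with the 6 compared libraries alone or in 3 of the 6 fits that each left out a library. The medians of chemokine ligands (−0.11, camera adjusted p = 0.66), cholesterol genes (−0.14, camera adjusted p = 0.15), NF-kB targets (−0.13, camera adjusted p = 0.25), the KLF family (−0.06, camera adjusted p = 0.66) and MHC class I genes (0.09, camera adjusted p = 0.11) did not pass. Under fry the chemokine ligands (fry adjusted p = 0.020), KLF family (fry adjusted p = 0.020) and NF-kB targets (fry adjusted p = 0.048) passed, so whether these lists changed at 0 h depends on the test. The KLF family includes KLF6, the target of the siRNA, which was not left out. Its call with siKLF6 therefore cannot show a change of the other members. With the replicate block the MHC class I list passed (camera adjusted p = 0.022), as did CXCL1 (log2 change −0.74, limma adjusted p = 1.2e-04). PTGS2 had an adjusted p-value under 0.05 with the block (limma adjusted p = 0.029), at a log2 change of −0.28, which is under 1.5-fold. It also had one without siCTRL 0 h replicate 3 (log2 change −0.45, limma adjusted p = 0.0056), and ranged from −0.45 to −0.17 when each library was left out. The MHC class I list also passed without siCTRL 0 h replicate 3 (median 0.13, camera adjusted p = 0.035).

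The siKLF6 effects at 0 h and 16 h, which share no library, correlated across the 14403 genes with r = 0.54 and rho = 0.53, where genes are not independent replicates. In simulated libraries without a siKLF6 effect r had a median of −0.00017 and a maximum of 0.040. There were 157 genes past the threshold at both times, 73 raised and 84 lowered at both, and all 157 in the same direction. A further 618 passed at 16 h alone and 208 at 0 h alone.

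**Figure D3:**
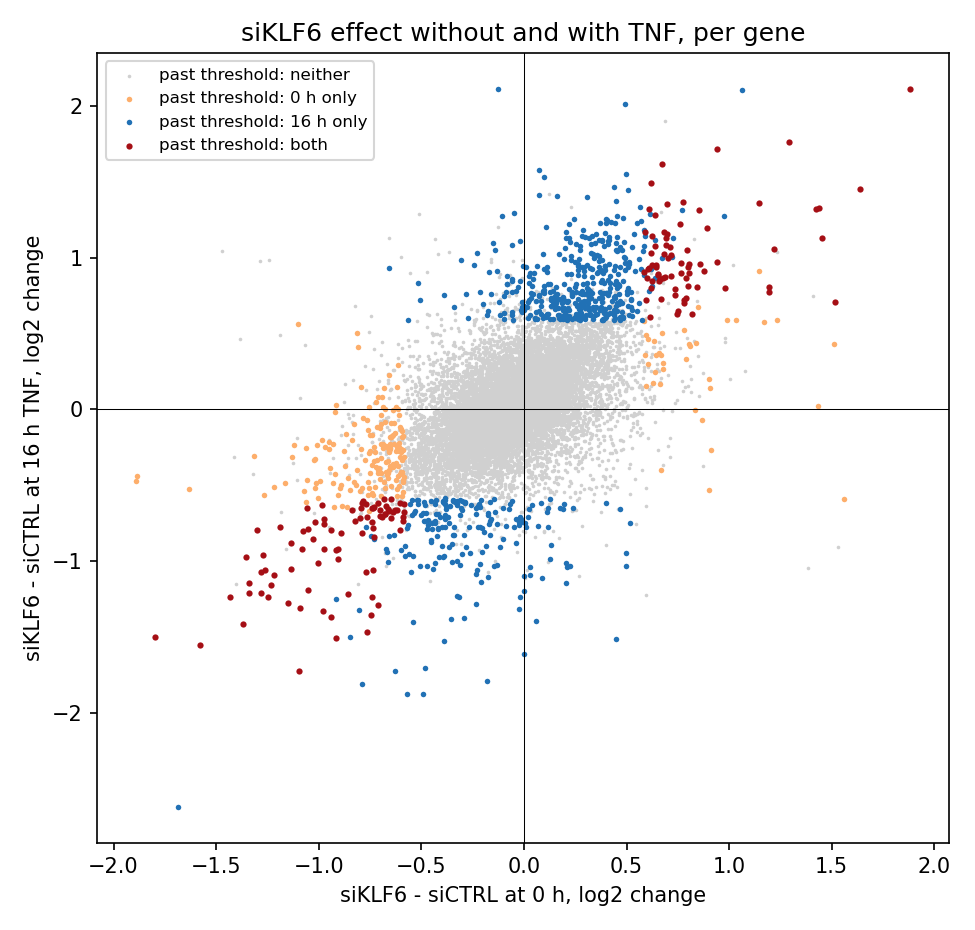
Log2 change with siKLF6 at 0 h (x axis) against 16 h of TNF (y axis) for each of the 14403 genes tested, coloured by the time at which the gene passed the threshold. The 157 genes past it at both times lie in the lower left and upper right of the plot.

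TNF changed more genes than siKLF6 did. In siCTRL cells it raised 1332 genes and lowered 2725, and in siKLF6 cells it raised 1560 and lowered 2232. The median log2 change of all genes with TNF in siCTRL was −0.12 as deposited, 0.0016 under median-of-ratios scaling and −0.0028 under quantile normalization, and the share of raised genes among the changed ones moved from 32.8% to 43.49% and 44.95%. In siCTRL the largest rises were in SELE, UBD, OR2I1P, CX3CL1 and CXCL10, and the largest falls in AQP1, GJA5, MAP2K6, GJA4 and METTL7A. SELE rose from 2.98 ± 0.953 to 3227 ± 72.4 CPM (SD, n = 3), a log2 change of 9.90 ± 0.16 (SE, limma adjusted p = 2.3e-14). UBD (chromosome 6, 29555515 to 29559732, minus strand) and OR2I1P (chromosome 6, 29550407 to 29557721, plus strand) overlap, so reads of either can have been counted for the other and the rise of OR2I1P is uncertain. GJA5 was at the floor after TNF in siCTRL and at least 82.1-fold lower, and MAP2K6 at least 81.2-fold lower. In siKLF6 the largest rises were in SELE, UBD, OR2I1P, TNFRSF9 and ICAM1, and the largest falls in AQP1, GJA4, LIMCH1, MAP2K6 and EMCN. CXCL10 was at the floor in siKLF6 at 0 h and at least 224-fold higher after TNF.

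In siCTRL, TNF raised the medians of the lists by 5.61 for chemokine ligands (camera adjusted p = 2.3e-11), 5.05 for the study's genes (camera adjusted p = 1.1e-12), 3.30 for NF-kB targets (camera adjusted p = 2.6e-23), 2.53 for type I interferon genes (camera adjusted p = 4.8e-29), 2.02 for MHC class I genes (camera adjusted p = 3.9e-13) and 0.41 for cholesterol genes (camera adjusted p = 1.2e-05). The cell cycle median was −1.63 in siCTRL (camera adjusted p = 2.4e-10) and −1.13 in siKLF6 (camera adjusted p = 2.2e-05). The KLF family did not pass in siCTRL (median 0.02, camera adjusted p = 0.15), although it did under fry (fry adjusted p = 8.8e-04) and with a mean of at least 5 CPM (median 0.16, camera adjusted p = 0.045), and had a median of 0.34 in siKLF6 (camera adjusted p = 0.029). In siKLF6 the other medians were 5.51 for chemokine ligands, 4.77 for the study's genes, 4.31 for NF-kB targets, 2.52 for type I interferon genes, 1.89 for MHC class I genes and 0.18 for cholesterol genes, and each passed the threshold. A difference between the siRNAs cannot be read from these medians, since another gene can be in the middle of the list. Gene by gene, the NF-kB targets differed by a median of 0.09 (interaction, camera adjusted p = 0.48). With an estimated correlation the cholesterol list in siCTRL (camera adjusted p = 0.12), and the cell cycle (camera adjusted p = 0.10), cholesterol (camera adjusted p = 0.33) and KLF family (camera adjusted p = 0.14) lists in siKLF6, did not pass.

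The last comparison asked whether the siKLF6 effect differed between 0 h and 16 h. The interaction passed the threshold for 68 genes, 41 with a higher and 27 with a lower siKLF6 effect under TNF. With the replicate block it passed for 165 and 96 genes, which included all 68. When each library was left out in turn it passed for 35 to 64 genes, the fewest without siCTRL 0 h replicate 2 or without siCTRL 16 h replicate 2. The share with a higher effect was 60.3% as deposited, 42.3% under median-of-ratios scaling and 42.2% under quantile normalization. Of 100 drawn splits of the siRNA labels, 6 gave as many interaction genes, the real split included, but the 5 other splits carry the siKLF6 effect common to both times. With that effect taken off each gene, the interaction passed for 67 genes and 4 of the 100 splits gave as many, the real split included. Among the 4 was 1 of those 5 splits, whose count rose from 133 to 176 genes. The largest positive differences were in MEOX1, FSTL3, NCKAP5, PLAU and TGFBI, and the largest negative ones in CEMIP, MSL3P1, LIMCH1, GALNT15 and PIEZO2. Of the 12 fits that each left out a library, CEMIP did not pass in 11, MSL3P1 in 10, FSTL3 in 8, NCKAP5 in 9, PIEZO2 in 1 and TGFBI in 1. MEOX1 was at the floor in siKLF6 at 0 h, and its difference of 2.23 (limma adjusted p = 0.0049) ranged from 1.87 to 3.10 with the offset and had an adjusted p-value over 0.05 with no pseudocount (limma adjusted p = 0.077). GALNT15 rose with siKLF6 by 0.50 ± 0.08 at 0 h and changed by −0.95 ± 0.08 at 16 h on the log2 scale, a difference of −1.44 ± 0.11 (SE, limma adjusted p = 7.4e-05). Among the study's genes, IL1RL1 passed, with a difference of −1.27 ± 0.17 (SE, limma adjusted p = 0.0049), while IL6, with −1.45 ± 0.33 (SE, limma adjusted p = 0.070), did not pass, and did with the replicate block (limma adjusted p = 4.6e-04). PTGS2 (log2 difference −0.62, limma adjusted p = 0.0081) also passed with the block. CXCL2 had an adjusted p-value under 0.05 with it (limma adjusted p = 0.021), at a difference of −0.46, which is under 1.5-fold.

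The interaction medians were 0.59 for cell cycle genes (camera adjusted p = 5.3e-15), −0.37 for the study's genes (camera adjusted p = 5.4e-07), −0.26 for chemokine ligands (camera adjusted p = 4.2e-04), −0.24 for cholesterol genes (camera adjusted p = 3.2e-07), −0.13 for MHC class I genes (camera adjusted p = 0.0075) and −0.10 for type I interferon genes (camera adjusted p = 5.4e-04). The last 3 did not pass with an estimated correlation or under fry. NF-kB targets (0.09, camera adjusted p = 0.48) and the KLF family (0.32, camera adjusted p = 0.094) did not pass, although the KLF family did under fry (fry adjusted p = 0.012), under quantile normalization (camera adjusted p = 0.042) and with a mean of at least 5 CPM (camera adjusted p = 0.012).

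Of the 284 genes lowered by siKLF6 at 16 h, 62 were among the 1332 raised by TNF in siCTRL, or 21.8%, where 9.25% of all genes tested were raised by TNF. Both contrasts use the siCTRL 16 h libraries. In 100 simulations the estimated siKLF6 effects were dealt at random among genes of similar expression. The overlap then had a median of 60.5 and ranged from 45 to 76. That model kept the error in the estimates and added error again, and it did not hold the number of lowered genes at 284. It therefore cannot tell whether the observed overlap was larger than chance gives. With unchanged siKLF6 libraries the overlap was at most 1. Among the genes raised by TNF in siCTRL the median change of the response with siKLF6 was −0.0058 on the log2 scale, with 673 genes responding less and 659 more. In simulations with an unchanged response the median was −0.035 and the range −0.051 to −0.020, so no smaller response of these genes as a whole was detected on the deposited scale. The observed median ranged from −0.036, inside the simulated range, to 0.0031 when each library was left out (jackknife SE 0.043). The observed median was −0.063 under median-of-ratios scaling, −0.077 under quantile normalization and −0.081 with the block and the GC and length correction. Each is below the simulated range, which was simulated for the deposited scale only. The median over all genes tested was 0.073 as deposited, 0.0034 under median-of-ratios scaling and 0.0059 under quantile normalization. The genes raised by TNF in siCTRL lay below that median on each of these scales. In another choice of genes, those raised by TNF in siKLF6, the median was 0.12 as deposited. This was above the median of all genes and above the simulated 0.035. Whether the response as a whole was smaller therefore depends on the choice of genes, and on whether the shift of all genes is taken off.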

Values the study reported

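The study reported that KLF6 knockdown in cells given TNF for 16 h inhibited 378 genes and activated 608 genes at P < 0.05 and a fold change beyond 1.5.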

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

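The splits with the common siKLF6 effect removed and the GC and length correction were chosen after the results were seen. So was the use here of tests of scaling, the deeper library, the offset, the correlation between genes and a weaker response as a whole. The fits behind the tests of scaling, the deeper library, the offset and the correlation were among the alternatives fixed before the data were examined. The groups of 3 are too small for a search for outlying samples.

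The siKLF6 effect differed between 0 h and 16 h, by the interaction term, for 68 genes. Of 100 splits of the siRNA labels within each TNF time, drawn from 200, 6 gave as many genes, the real split included, and the highest gave 453. Among the 16 drawn splits that parted all 6 pairs, 3 gave as many. In 4 of the 5 other splits with as many genes, the labels at 16 h were those of the real split. Most of their labels at 0 h were exchanged, which let the siKLF6 effect common to both times into the contrast. This share therefore does not measure chance alone. The fifth split also let that effect in. The splits were therefore run again after each gene's mean siKLF6 effect over the 2 times had been taken off the siKLF6 libraries. The real split then gave 67 genes, and 4 of the 100 splits gave as many, the real split included, a share just under 0.05 that argues against relabelled samples as the source of the count. The 3 others gave up to 288 genes and parted 2 of the 6 pairs each, so differences between the replicate numbers also entered their contrast. Among these 3 was the fifth split named above, whose count rose from 133 to 176 genes. The common effect therefore does not account for that split. Of the 16 splits that parted all 6 pairs, 1 gave as many, which was the real split. A weaker TNF response of siKLF6 cells as a whole would have lowered the NF-kB targets, whose median difference was 0.093 on the log2 scale. The median over all genes tested was 0.073, so the targets moved little beyond the other genes (camera adjusted p = 0.48), and their median was 0.023 under median-of-ratios scaling. The median of the genes raised by TNF in siCTRL was −0.063 under that scaling and −0.077 under quantile normalization, against −0.0058 as deposited. Each was below the median of all genes tested, which was 0.0034 under median-of-ratios scaling and 0.0059 under quantile normalization. Over the genes raised by TNF in siKLF6 the median was 0.12 as deposited. A weaker response as a whole therefore depends on the choice of genes and stays open.

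The named genes with a difference between times were MEOX1 (2.23), FSTL3 (1.59), NCKAP5 (1.52), PLAU (1.43) and TGFBI (1.29) on the log2 scale with a higher siKLF6 effect under TNF, and CEMIP (−1.96), LIMCH1 (−1.61), MSL3P1 (−1.61), GALNT15 (−1.44), PIEZO2 (−1.43) and IL1RL1 (−1.27) with a lower one. MSL3P1 is a processed pseudogene, and reads it shares with its parent gene were not examined. CEMIP, FSTL3, MSL3P1 and NCKAP5 lost significance when single libraries were left out, and CEMIP in 6, FSTL3 in 3 and MSL3P1 in 2 of the other alternatives. So did PIEZO2 (limma adjusted p = 0.0502) and TGFBI (limma adjusted p = 0.057) without siCTRL 16 h replicate 2, and these last also without the trend (limma adjusted p = 0.059 for each). MEOX1 was at the floor in siKLF6 at 0 h, where its mean was 0.0996 CPM. Its difference ranged from 1.87 to 3.10 with the offset, and its adjusted p-value was 0.077 with no pseudocount, so the size of its difference depends on the offset. No explanation specific to these genes was tested.

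Cell cycle genes differed between times by a median of 0.59 on the log2 scale. TNF lowered all 24 of these genes in siCTRL, and their median fell less in siKLF6. There 18 were lower with TNF and 6 higher, 3 of the 6 with a limma adjusted p-value under 0.05. Several technical explanations were argued against. The median was 0.50 under quantile normalization, 0.63 without the deeper siCTRL 0 h replicate 3 and 0.55 after GC and length correction in the fit with the replicate block, and each stayed past the threshold. The cell isolates did not decide it, since all 3 replicate numbers had a median difference above 0. A difference in cell density or growth between the wells stays open, and the labels give no value for it. An off-target effect of the siRNA was not tested and also stays open. So does a biological effect of KLF6 on proliferation, as a hypothesis found and tested on the same libraries.

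The study's genes differed between times by a median of −0.37 and the chemokine ligands by −0.26 on the log2 scale, so as lists they fell more with siKLF6 under TNF. Of the study's 10 genes 9 had a difference below 0, and 1 of them passed the threshold. SELE went the other way, with −1.26 at 0 h, −1.06 at 16 h and a difference of 0.21 (limma adjusted p = 0.77). For the study's genes the median was −0.43 under quantile normalization and −0.33 with a pseudocount of 0.1, and all 3 replicate numbers had a median below 0, which argues against scaling, the offset and a difference between the cell isolates. Because the study picked its genes on these libraries under TNF, the larger fall at 16 h may in part follow from that choice, and this was not tested. The same holds for the chemokine list, which includes 5 of these genes.

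The cholesterol genes (−0.24), MHC class I genes (−0.13) and type I interferon genes (−0.10) also differed between times in the preset test. For the MHC class I and interferon lists the lower of the adjusted p-values with an estimated correlation was 0.29 by camera, so correlation between the genes of a list may account for these calls. The same alternative gave a camera adjusted p of 0.074 for the cholesterol list, and fry did not pass it either (fry adjusted p = 0.064).

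The gene counts of the 4 contrasts between groups were compared with other splits in the same way. For siKLF6 at 16 h, siKLF6 at 0 h, TNF in siCTRL and TNF in siKLF6, 1 of the 10 splits of the 6 libraries gave as many genes, which was the real split. Of the 10 splits, 4 parted all 3 pairs, and the highest count in any split but the real one was 0. At an unadjusted p under 0.05 with a 1.5-fold change, the highest counts in those other splits were 417, 287, 265 and 246 genes in the same order, against 974, 551, 4147 and 3918 in the real splits. With 10 splits no share under 0.1 is possible, so chance cannot be told apart by this test.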

How the results depend on the processing

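The knockdown of KLF6 at both times, and the changes of cell cycle genes, chemokine ligands and the study's genes at 16 h and in the interaction, kept their direction and their side of the threshold under every alternative run. The alternatives and those that left out a library ranged from −0.99 to −0.82 for KLF6 on the log2 scale.

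The replicate block moved the interaction to 165 raised and 96 lowered genes, 261 in all, kept all 68 genes, and lost 1 of 365 genes of siKLF6 at 0 h. It brought the adjusted p-value under 0.05 for IL6, CXCL2 and PTGS2 in the interaction, CXCL1 and PTGS2 at 0 h, CXCL2 at 16 h and the MHC class I list at 0 h, and changed no other call made on the adjusted p-value. The CXCL2 changes in the interaction (−0.46) and at 16 h (−0.58) and the PTGS2 change at 0 h (−0.28) stayed under 1.5-fold. With the block and the GC and length correction, chosen after seeing the data, siKLF6 at 0 h raised 191 genes, the interaction had 254 genes, 117 of them raised, the TNF-raised genes lowered by siKLF6 were 109, the median change of the TNF response was −0.081, the type I interferon list at 16 h was at −0.011 and the KLF family at 0 h at 0.022. The cause was not tested.

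Counts moved most with the threshold, by its construction. Without a fold limit siKLF6 raised 1355 and lowered 1153 genes at 16 h, and raised 525 and lowered 1161 at 0 h, and TNF raised 2691 and lowered 4779 in siCTRL and raised 3099 and lowered 3929 in siKLF6. A test against a 1.5-fold change gave 35 and 19 at 16 h, 3 and 17 at 0 h, 782 and 1274 for TNF in siCTRL, 860 and 1084 for TNF in siKLF6, and 2 for the interaction with 0 raised, where 360 genes were raised and 162 lowered at 1.5-fold with an unadjusted p under 0.05. With a mean of at least 5 CPM, 393 genes were raised at 16 h at the study's threshold, since fewer genes were tested, and named genes below that mean had no value there. The interaction had 27 raised genes under quantile normalization, and 41 genes with 27 raised without the trend. Leaving out each of the 12 libraries gave 20 to 42 raised genes in the interaction, the lowest without siKLF6 0 h replicate 2, and 35 to 64 in all, the lowest without siCTRL 0 h replicate 2.

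Among the lists, an estimated correlation took the cholesterol list at 16 h (−0.30) and the interaction of the cholesterol (−0.24), MHC class I (−0.13) and type I interferon (−0.10) lists below the threshold, with medians unchanged by construction, and fry did so for the same 3 interactions. The KLF family interaction passed with a mean of at least 5 CPM (0.33), under quantile normalization (0.26) and under fry (0.32), and ranged from 0.19 to 0.37 when libraries were left out, passing without siKLF6 16 h replicate 3 and without siCTRL 16 h replicate 1. The MHC class I interaction ranged from −0.20 to −0.076 and did not pass without siKLF6 16 h replicate 1. The type I interferon interaction ranged from −0.19 to −0.046 and passed in each of these fits. The type I interferon list at 16 h was at −0.0014 under median-of-ratios scaling and ranged from −0.062 to 0.086, and the MHC class I list from −0.13 to 0.034, when libraries were left out. The KLF family with TNF in siCTRL was at −0.019 with voom weights on estimated reads, also chosen after seeing the data, and ranged from −0.086 to 0.092, and it passed under fry and with a mean of at least 5 CPM (0.16). Under fry the chemokine ligands (−0.11), the KLF family (−0.057), which includes KLF6 itself, and the NF-kB targets (−0.13) passed at 0 h. The cause was not tested.

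Among genes, the CXCL10 interaction was 0.58 with a pseudocount of 0.1, 6.99 with none and 0.84 with voom weights, because its level at 0 h is near the floor. The SELE interaction was −0.028 with a pseudocount of 1. CXCL2 at 0 h was 0.060 with voom weights and ranged from −0.36 to 0.080, IL6 at 0 h from −0.11 to 0.19, and the CXCL1 interaction from −0.39 to 0.15, when libraries were left out. None of the values with a reversed sign was past the threshold, and apart from CXCL10 the cause was not tested. For single genes and secondary lists, 2219 of 2379 comparisons with an alternative kept direction and call, 114 were weaker, 28 stronger and 18 reversed.

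The correlation of the siKLF6 effects was 0.488 with a pseudocount of 0.1, 0.286 with none, 0.411 without a filter, 0.637 with at least 5 CPM and 0.456 with voom weights, and ranged from 0.495 to 0.533 when libraries were left out, so it rises as low genes carry less weight. The median change of the TNF response was −0.063 under median-of-ratios scaling, −0.077 under quantile normalization, 0.12 over the genes raised by TNF in siKLF6 and 0.063 over those raised in both siRNAs together, and its sign, and whether it lies below the simulated range, depend on these choices. Taking the TNF effect in siKLF6 gave 39 TNF-raised genes lowered by siKLF6. Depth limits the folds of genes at the floor, which are bounds, and the deeper siCTRL 0 h replicate 3 listed 244 genes without a read, against 897 to 1744 in the other libraries.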

Other observations

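The tests in this part were written down before their results were seen, although the levels of COL1A1 and COL6A3 and the changes of NAMPT and NAMPTP1 were already known, and how far the marker counts decide was judged after they were seen.

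Among genes outside the rule, and chosen after their values were seen, NAMPT on chromosome 7 and its processed pseudogene NAMPTP1 on chromosome 10 had interaction differences of −0.88 (limma adjusted p = 2.2e-04) and −0.92 (limma adjusted p = 0.0031). The ratio of NAMPTP1 to NAMPT varied 1.16-fold over the 12 libraries, from 48.1% to 55.9%, while NAMPT varied 4.62-fold. This is what reads shared between the copies would give, so NAMPTP1 may not be transcribed on its own. No biological explanation was tested.

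COL1A1 was at most 0.358 CPM in replicate 1 of every group, 13 to 32.1 CPM in replicate 2 and 48.3 to 88.6 CPM in replicate 3. COL6A3 was listed at the floor in replicate 1 and at 2.69 to 10.6 CPM in the others. Mesenchymal cells among the endothelial ones would have raised most mesenchymal markers. In all 4 groups 4 of 14 were higher in replicates 2 and 3 than in replicate 1, COL3A1 and POSTN among them, and 6 were in at least 3 groups. COL1A2 averaged 80.4, 79.8 and 73.2 CPM in replicates 1, 2 and 3, and FN1, SPARC and VIM are so abundant in these cells that a small share would not show. A lower share of endothelial cells would also have raised smooth muscle and blood markers. Of these 5, 0 were higher in all 4 groups and 2, ACTA2 and CD14, in 3, but most were near the floor. Of the 6 endothelial markers 3, PECAM1, VWF and KDR, were higher in all 4 groups, with a list median of 0.16 on the log2 scale, which goes against a lower share. They are abundant, so the loss of a small share would not show in them. The values go both ways, the markers are few, and the spread of each marker between isolates is not known, so both mixtures and a difference between the isolates in collagen transcription stay open.

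KLF2 and KLF4, looked at after their values were seen, were higher with siKLF6 at 16 h, with log2 changes of 0.76 (limma adjusted p = 9.3e-04) and 0.94 (limma adjusted p = 7.6e-04), and not at 0 h, with −0.16 (limma adjusted p = 0.46) and −0.0046 (limma adjusted p = 0.99). The difference between times was 0.92 for KLF2 (limma adjusted p = 0.033) and 0.95 for KLF4 (limma adjusted p = 0.069). TFPI changed by −1.41 at 16 h (limma adjusted p = 4.9e-08) and −1.37 at 0 h (limma adjusted p = 7.2e-08), with no detectable difference between times (limma adjusted p = 0.91). SCD changed by −1.01 at 16 h (limma adjusted p = 6.2e-07) and −1.003 at 0 h (limma adjusted p = 7.7e-07). An off-target effect of the siRNA was not tested, and no technical or biological explanation of these 4 genes was.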
